# TRF2 is recruited to the pre-initiation complex as a testis-specific subunit of TFIIA/ALF to promote haploid cell gene expression

**DOI:** 10.1038/srep32069

**Published:** 2016-08-31

**Authors:** Igor Martianov, Amandine Velt, Guillaume Davidson, Mohamed-Amin Choukrallah, Irwin Davidson

## Abstract

Mammalian genomes encode two genes related to the TATA-box binding protein (TBP), TBP-related factors 2 and 3 (TRF2 and TRF3). Male *Trf2*^−/−^ mice are sterile and characterized by arrested spermatogenesis at the transition from late haploid spermatids to early elongating spermatids. Despite this characterization, the molecular function of murine Trf2 remains poorly characterized and no direct evidence exists to show that it acts as a *bona fide* chromatin-bound transcription factor. We show here that Trf2 forms a stable complex with TFIIA or the testis expressed paralogue ALF chaperoned in the cytoplasm by heat shock proteins. We demonstrate for the first time that Trf2 is recruited to active haploid cell promoters together with Tbp, Taf7l and RNA polymerase II. RNA-seq analysis identifies a set of genes activated in haploid spermatids during the first wave of spermatogenesis whose expression is down-regulated by Trf2 inactivation. We therefore propose that Trf2 is recruited to the preinitiation complex as a testis-specific subunit of TFIIA/ALF that cooperates with Tbp and Taf7l to promote haploid cell gene expression.

Regulated initiation of transcription by RNA polymerase II (Pol II) involves formation of a preinitiation complex (PIC) over the transcription start site (TSS). In addition to RNA polymerase II (Pol II), the PIC comprises a set of general transcription factors TFIIA, B, D, E, F, and H as well as the mediator complex and a set of DNA repair factors^1^,^2^,^3^,^4^. TFIID is itself a macromolecular complex composed of the TATA-binding protein (TBP) and a set of 13–14 evolutionary conserved TBP-associated factors (TAFs)^5^,^6^. Among the TFIID subunits, TBP has been extensively studied as a key factor for all three nuclear RNA polymerases (Pol I, Pol II and Pol III) leading to the idea that it is a ‘universal transcription factor’^7^. Nevertheless, its universal status was called into question by the discovery of several TBP related factors (TRFs): TRF1, TRF2 (also called TLF and TLP) and TRF3 (also called TBP2)^8^,^9^,^10^,^11^,^12^.

TBP is a bipartite protein with a variable N-terminal domain, but a highly conserved C-terminal domain shared with the TRFs and forming a saddle-like structure with a concave surface that binds the consensus TATA element DNA and a convex surface that interacts with TAFs as well as the TFIIA and TFIIB components of the PIC^13^,^14^,^15^,^16^. TRF1 was first described in Drosophila and shows 60% amino acid identity to the C-terminal domain of TBP. TRF1 binds the TATA-element together with TFIIA and TFIIB and can replace TBP in transcription of TATA-dependent promoters^17^,^18^. TRF3 (TBP2), found only in vertebrates also binds the TATA-element in association with TFIIA and TFIIB to activate transcription^19^,^20^,^21^,^22^. In contrast, TRF2 found in all metazoans, is the most divergent from TBP with only 40% identity in the C-terminal domain^8^,^12^. Like TRF1 and TRF3, TRF2 also binds TFIIA, but it does not selectively recognize the TATA element^23^,^24^,^25^,^26^.

The functions of TRF2 have been studied in different organisms. In *Drosophila*, TRF2 binds chromatin at different sites from TBP and ChIP-seq analyses revealed its binding at the DPE motif in a large group of TATA-less promoters^27^,^28^,^29^. TRF2 was shown to be essential for embryogenesis in Drosophila, Xenopus and Zebrafish^30^,^31^. In Xenopus and Zebrafish, genes whose expression is selectively dependent on either TBP or TRF2 principally during early development have been identified^12^. In contrast, mouse genetics showed that Trf2 is not required for embryogenesis and adult *Trf2*^−/−^ mice are morphologically indistinguishable from their wild-type (WT) littermates^32^,^33^. Nevertheless, male *Trf2*^−/−^ mice are sterile and characterized by an arrest of spermatogenesis at the transition from late haploid spermatids to early elongating spermatids. Chromatin organization of mutant haploid round spermatids is disorganized by fragmentation of the chromocenter, a structure formed by pericentric heterochromatin of all chromosomes^34^. As a result of this disorganization, apoptosis occurs when these cells initiate the elongation process.

Despite this characterization of its essential role in spermatogenesis, the molecular function of murine Trf2 remains poorly characterized. Analyses of *Trf2*^−/−^ testes suggested that several haploid-expressed genes were down-regulated^32^,^33^. Nevertheless, these analyses are complicated by the fact that many haploid transcripts are stored in elongating spermatids to be translated at later stages after the arrest of active transcription. With the loss of these elongating spermatids in the mutant animals, the levels of these transcripts are reduced, but direct evidence that Trf2 is actively involved in their transcription is lacking. We previously showed that Trf2 interacts with TFIIA and its testis expressed paralogue ALF (TFIIA-like factor), but that unlike many other transcription factors, Trf2 was readily extracted from the nucleus under low salt conditions^35^. Despite these observations, the presence of Trf2 in the chromatin-associated PIC at promoters in testis has not been demonstrated. There is therefore no direct evidence that murine Trf2 acts as a *bona fide* transcription factor and that the effects seen upon its ablation are due to altered gene expression.

We show here that Trf2 forms a complex with TFIIA and ALF that is chaperoned in the cytoplasm by several heat shock proteins. We also demonstrate for the first time that Trf2 is recruited to active haploid cell promoters, not as a substitute for Tbp, but together with Tbp, Taf7l and Pol II. RNA-seq analysis identifies a set of testis genes activated around post-natal day 21 when the haploid spermatids are formed in the first wave of spermatogenesis and whose expression is down-regulated by Trf2 inactivation. We therefore propose that Trf2 is recruited to the PIC together with Tbp and Taf7l as a testis-specific subunit of TFIIA/ALF to promote haploid cell gene expression.

## Results

### Addition of a C-terminal tag on endogenous Trf2

To better characterise the molecular function of Trf2 and to overcome the lack of reliable ChIP-grade and immunoprecipitating antibodies, we used homologous recombination to generate ES cells and mice expressing endogenous Trf2 tagged on its C-terminus with a 6xHis-Tev-3xFlag tag (Fig. 1A). This Tap-tag was designed to facilitate both protein purification and ChIP. Western blot analysis showed that homozygous *Trf2*^tag/tag^ mice expressed the Trf2-Tag protein in their testes at levels comparable to WT littermates (Fig. 1B). *Trf2*^tag/tag^ mice were born at Mendelian ratio and did not display any obvious abnormalities (data not shown). More importantly, *Trf2*^tag/tag^ male mice were fertile indicating that Trf2-tag was functional and supported spermatogenesis. This can be seen in histology sections from testis showing that haploid round spermatids from WT and *Trf2*^tag/tag^ mice contained an intact chromocenter, whereas those from *Trf2*^−/−^ mice comprised a fragmented chromocenter (Fig. 1C). In addition, elongate spermatids were readily visible in sections from *Trf2*^tag/tag^ mice showing that spermatogenesis was not arrested in these animals. These observations altogether indicated that C-terminal tagged Trf2 was expressed and functional.

### Trf2 associates with TFIIA and ALF

We previously reported that Trf2 interacts with high affinity with TFIIA and its testis specific paralogue ALF^35^, but it is still not clear if other partners exist. To address this, we purified Trf2 from testis protein extracts of *Trf2*^tag/tag^ mice (Fig. 2A). After preparing nuclear and cytoplasmic protein extracts, we found as previously reported^23^,^35^ that the majority of Trf2 was found in the cytoplasmic fraction together with TFIIA and ALF (Fig. 2B). The efficiency of the differential extraction was monitored with TFIID subunits Taf1 and Taf4 that as expected were found almost exclusively in the nuclear extracts and Taf7l, that as previously described^35^,^36^, was found in both the cytoplasmic and nuclear fractions. Similarly, Tbp that is a subunit of several different complexes in addition to TFIID was found in both cytoplasmic and nuclear fractions. The fact that Trf2 and ALF were detected by immunostaining in the nucleus of round spermatids, but that they were found in the cytoplasmic fraction after extraction with low ionic strength buffer indicated their low affinity for chromatin^33^,^35^.

Cytoplasmic extracts were adjusted to 100 mM KCl and loaded on a gel filtration column. Western blot analysis of the eluted fractions showed that Trf2 elution centred around fraction B5 (corresponding to an apparent molecular mass of approximately 280 kDa) along with TFIIA and ALF (Fig. 2C,D). Importantly, no low molecular mass form corresponding to free Trf2 was observed indicating that the totality of Trf2 existed as a complex with TFIIA and/or ALF. This complex was stable as increasing the KCl concentration to 0,5 M did not result in dissociation of Trf2 from TFIIA and ALF (Fig. 2E).

Gel filtration of protein extracts from *Trf2*^−/−^ testes showed that TFIIA and ALF eluted around the same B5 fraction (Fig. 2D). The absence of Trf2 would result in a loss of only 30 kDa that would not be expected to change the mobility of the complex. However, this observation indicated that TFIIA and ALF form the 280 kDa complex in absence of Trf2 and as this complex eluted with the same apparent molecular mass in extracts from *Trf2*^tag/tag^ and *Trf2*^−/−^ testes, the absence of Trf2 did not result in the loss of an additional major subunit of this complex. Hence, TFIIA and ALF are the major interacting partners of Trf2 in testes as if other proteins interacted directly with Trf2, its loss would result in a more important change in the apparent molecular mass of the complex. This idea is further supported by the observation that TFIIA eluted in complex of a similar molecular mass from cytoplasmic extracts of mouse embryonic stem cells (ES) cells that do not express Trf2 (Fig. 2F). Thus, Trf2 and any interacting proteins did not contribute a majority of the mass of the TFIIA/ALF complexes.

Notwithstanding the above conclusion, the Trf2 complex eluted with a higher apparent molecular mass than expected by addition of the individual molecular masses of Trf2-Tag (30kDa) and TFIIA (66 kDa) or ALF (82 kDa). The higher molecular mass could be explained if the complex were a dimer formed through dimerization of Trf2 or the TFIIA/ALF components of the complex. To test this, we prepared extracts from heterozygous *Trf2*^tag/+^ and WT mouse testis and performed anti-Flag immunoprecipitation (IP). Trf2-tag, but not native Trf2 was present in the IP from the *Trf2*^tag/+^ extracts, and neither was present in the extracts from the WT testis (Fig. 2G) indicating that Trf2-tag did not co-precipitate native Trf2 and hence they did not dimerise. We then eluted the proteins from the IPs and reprecipitated them with ALF antibody. Under these conditions, ALFα could be immunoprecipitated, but not TFIIAα. Hence, Trf2 did not heterodimerise and the Trf2-ALF complex did not comprise TFIIAα showing there was no heterodimerisation via the subunits of TFIIA or ALF.

One potential subunit of the Trf2-TFIIA/ALF complex is Taf7l that has been suggested to interact with Trf2^37^. Immunoblot showed that Taf7l did not co-elute with Trf2, but as a distinct peak offset by 4 fractions with the major Taf7l complex eluting as a complex with an apparent molecular mass of around 170 kDa (Fig. 2D). Moreover, Taf7l was eluted in second high molecular mass peak. In agreement with this, Taf7l was not detected in the tandem Flag-histidine purifications from the *Trf2*^tag/tag^ testis (Fig. 3A). Cytoplasmic Taf7l therefore does not form a complex with Trf2. Moreover, the cytoplasmic fraction of Tbp co-eluted with Taf7l and not with Trf2-TFIIA, in particular Tbp and Taf7l coeluted in a high molecular weight fraction that perhaps corresponds to a minor quantity of cytoplasmic TFIID (Fig. 2D).

The above data suggested the 280 kDa complex comprised additional unidentified proteins that interact with TFIIA/ALF independently of Trf2 to make up the missing mass. To identify other potential subunits, we performed tandem affinity purification of Trf2-containing complexes from the combined B3–B7 fractions from the *Trf2*^tag/tag^ and WT mice as control. Western blot analysis confirmed the presence of TFIIA and ALF only in the Trf2 immunoprecipitates from the *Trf2*^tag/tag^ mice (Fig. 3A). Immunopurified Trf2-tag and the TFIIA α, β and γ subunits were also visible by silver nitrate staining in the *Trf2*^tag/tag^ IP (Fig. 3B). Sections from the SDS-PAGE gel containing these proteins and the higher molecular mass fractions were systematically excised and analysed by mass spectrometry. Peptides for Trf2, TFIIA α, β and γ were specifically found in the corresponding bands from the *Trf2*^tag/tag^ IP (Fig. 3C). Peptides for ALF were also selectively detected in the *Trf2*^tag/tag^ IP. In addition to the expected subunits, many other proteins were detected, especially in the 45–65 kDa region, but they corresponded to contaminants and were not specific for the *Trf2*^tag/tag^ IP.

Nevertheless, silver nitrate staining revealed a protein in the region around 75 kDa selectively in the *Trf2*^tag/tag^ IP. This band was excised and analysed by mass spectrometry revealing that it comprised Hspa2, Hspa5, and Hspa8. All of these proteins were present at much higher levels in the *Trf2*^tag/tag^ IP (Fig. 3C). These data showed that the cytoplasmic Trf2-TFIIA/ALF complex is chaperoned, likely by at least two molecules of one or several of the above heat-shock proteins that account for the apparent molecular mass of the complex.

### Trf2 is recruited to active promoters as a subunit of TFIIA/ALF

The above results showed that Trf2 associates with TFIIA/ALF in a complex that readily dissociates from chromatin. Nevertheless, TFIIA is a *bona fide* PIC component suggesting that Trf2 may also be recruited to the PIC through its stable association with TFIIA/ALF. Trf2 was not detectable in the residual chromatin pellet after preparation of the cytoplasmic and soluble nuclear extracts, while histone H3 was clearly specific to the chromatin fraction (Fig. 3D). Nuclei were then prepared from formaldehyde cross-linked testes in the same manner. To release proteins from fixed nuclei, we used micrococcal nuclease (MNase) digestion. Western blot analysis showed that Trf2 was retained on chromatin by cross-linking as was histone H3 (Fig. 3D). We then used anti-Flag M2 resin to precipitate tagged Trf2 from MNase digested cross-linked chromatin and found that TFIIA and ALF were co-precipitated from the *Trf2*^tag/tag^ chromatin, but not from that of *Trf2*^−/−^ testis (Fig. 3E). These results showed that the Trf2-TFIIA/ALF complexes were recruited to chromatin and could be captured by cross-linking. Hence, Trf2 interacted with TFIIA/ALF not only in soluble protein extracts, but also when recruited to chromatin consistent with the idea that Trf2 is recruited as a subunit of TFIIA/ALF.

TFIIA is a general transcription factor recruited to promoters together with TFIID as a PIC component. If Trf2 is recruited to promoters as a subunit of TFIIA/ALF, subunits of TFIID should also then be co-precipitated with Trf2 from MNase digested cross-linked chromatin. Indeed, Tbp was readily detected co-precipitating with Trf2 together with Taf7l (Fig. 3E). Altogether, our results were consistent with the idea that Trf2 is a germ cell-specific subunit of TFIIA/ALF and recruited to the chromatin associated PIC.

To test this idea, we performed ChIP-seq for Trf2, Pol II, Tbp and trimethylated lysine 4 of histone H3 (H3K4me3) to identify active promoters. ChIP was performed on chromatin from *Trf2*^tag/tag^ testes where for Trf2 we performed ChIP-reChIP on MNase digested chromatin using first anti-Flag antibody followed by an in house anti-Trf2 antibody. We performed this tandem ChIP-procedure as neither antibody individually gave an interpretable signal on either sonicated or MNase digested chromatin (see also below). Integration of these data sets showed that Trf2 bound to active H3K4me3-marked promoters along with Tbp, Pol II and Taf7l (Fig. 4A and see ref. 37). Around 12730 TSS were co-occupied by Trf2 and Pol II (Fig. 4B). Analysis of the 6000 most highly occupied Trf2 bound sites, showed not only co-localisation with both Tbp and Taf7l, but also a general correlation of binding of each factor at these sites (Fig. 4B). Sites, where Trf2 showed highest binding were also those showing highest Tbp and Taf7l occupancy. Similarly, analysis of the top 6000 TBP bound sites showed co-localisation with Trf2 and Taf7l (Fig. 4b).

We also performed ChIP-seq from *Trf2*^−/−^ testis chromatin. While the specific signal for Trf2 was lost in the chromatin from mutant testes, that of Tbp, Pol II and H3K4me3 was virtually unchanged (Fig. 4C). Similarly, Trf2 loss did not globally affect Pol II promoter occupancy and elongation. These data show that Trf2 is recruited to active TSS as part of the PIC, but that its loss did not globally affect PIC formation. We verified these data at the *Rpl37* and *Znf512b* promoters, that showed prominent Trf2 binding in ChIP-seq, by ChIP-qPCR after anti-Flag ChIP and tandem anti-Flag and anti-Trf2 ChIP. Flag-ChIP alone gave only poor enrichment of the promoter regions using chromatin from *Trf2*^tag/tag^ compared to chromatin from *Trf2*^−/−^ animals and to a negative intragenic region (Supplementary Fig. 1A). In contrast, tandem re-ChIP with the Trf2 antibody gave a more robust enrichment specific to the promoter regions and the chromatin from *Trf2*^tag/tag^ testis (Supplementary Fig. 1B). The ChIP-seq profiles for these two promoter regions showed a complete loss of the Trf2 signal in the chromatin from *Trf2*^−/−^ testis, whereas comparable Pol II signals were seen using chromatin from *Trf2*^tag/tag^ and *Trf2*^−/−^ animals (Supplementary Fig. 1C). Note also that the lower Trf2 signals at the TSS of the genes neighbouring *Znf512b* in the *Trf2*^tag/tag^ chromatin were also completely lost in the *Trf2*^−/−^, chromatin. These data showed the specificity of the Trf2 ChIP-seq protocol.

### Trf2 is required for normal haploid cell gene expression

The above data showed that Trf2 was recruited to active promoters, but as its loss had no global effect on PIC formation and Pol II elongation its precise role in transcription was not clear. To address this, we performed RNA-seq from testes of WT and *Trf2*^−/−^ mice. As mentioned in the introduction, the loss of the elongate spermatid population in the mutant mice precluded a global analysis of testis RNA that would be strongly biased by the loss of the RNA-stored in this population. To circumvent this, we made RNA from 21 day-old testes corresponding to the appearance of round spermatids in the first wave of spermatogenesis, but before apoptosis of the round spermatids in the mutant animals. 

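Total RNA was taken from the testes of 3 WT and 3 Trf2-/- mice at 21 days of age. The libraries were strand-specific and depleted of ribosomal RNA, and the authors aligned single-end reads to the mouse genome build NCBIM37 (mm9) with Tophat. They deposited the number of reads counted on each of 26743 genes in each mouse, without normalization. The paper's text does not name the read counter or the annotation release, nor whether the counting used the strand, so genes that overlap on opposite strands can share reads. The reads counted on genes numbered 29859347, 26816477 and 21582123 in WT mice 1 to 3, with a median of 26816477. In Trf2-/- mice 1 to 3 they numbered 24530489, 22675884 and 15187062, with a median of 22675884, and the ranges of the genotypes overlap. At these depths 3 counts, the upper limit that a count of 0 allows, correspond to between 0.105 and 0.144 CPM (TMM-normalized counts scaled to library size) in WT mice and between 0.119 and 0.190 CPM in Trf2-/- mice. This limit covers counting error only. Starting from the deposited counts, 16924 genes passed edgeR's filter on low counts and were normalized with TMM factors. The genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called down- or up-regulated when its adjusted p was under 0.05 and its fold change was at least 2. The filter decides which weakly expressed genes are tested, and the scaling decides where a log2 fold change of 0 lies. The median log2 fold change of all tested genes was 0.04.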

RNA-seq revealed 711 genes down-regulated in the mutant testis, but only 41 up-regulated (Fig. 5A). 

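The inactivated gene itself, listed as Tbpl1 (ENSMUSG00000071359), lies on the minus strand of chromosome 10 of NCBIM37 from 22423685 to 22451744. It had 8840, 7391 and 6119 counts in the WT mice and 1586, 1500 and 882 counts in the Trf2-/- mice. Its normalized level was 295 ± 12.5 CPM (SD, n = 3 mice) in WT testis and 61.0 ± 4.60 CPM (SD, n = 3 mice) in Trf2-/- testis. This is a log2 fold change of -2.27 (standard error 0.06, adjusted p = 1.18e-06 from edgeR's quasi-likelihood test). Slc2a12, which partially overlaps Tbpl1 on the opposite strand, ran from 22364817 to 22424091 and had a log2 fold change of 0.39 (standard error 0.08, adjusted p = 0.00636 from the same test). Reads in the overlap could have been counted on either gene.
In the comparison of all 16924 tested genes, 727 were called down-regulated and 103 up-regulated. The normalized values of the genotypes did not overlap for 49.2% of all tested genes, where chance gives 10%. The median log2 fold change was -1.42 among down-regulated genes, also with genes at the floor of 3 counts set to their lower bound, and 1.22 among up-regulated genes. Of the 711 genes that Supplementary Table 1 lists as down-regulated, 610 were tested and all 610 were called down-regulated. The remaining listed genes did not pass the filter and had a median of 33 counts summed over the 6 mice. Of its 41 up-regulated genes, 34 were tested and all 34 were called up-regulated. These lists were drawn by the study from the same mice. Chrac1 on chromosome 15, from 72920822 to 72927984, fell from 128 ± 4.43 to 36.9 ± 3.53 CPM (SD, n = 3 mice each), a log2 fold change of -1.79 (standard error 0.07, adjusted p = 1.33e-05 from edgeR's quasi-likelihood test). Taf6 on chromosome 5 had a log2 fold change of -1.21 (adjusted p = 2.00e-05 from the same test). Among the up-regulated genes, 9530008L14Rik on chromosome 13 rose from 0.391 ± 0.0590 to 2.79 ± 0.768 CPM (SD, n = 3 mice each), a log2 fold change of 2.82 (standard error 0.29, adjusted p = 0.000439 from the same test). Gm5753 and Coch had log2 fold changes of 1.47 and 1.42. Gm5753 is annotated as a pseudogene, so the counting could have split its reads with a related gene. The number of up-regulated genes moved with single mice. It was 53 without WT mouse 1, 54 without Trf2-/- mouse 1 and 177 without Trf2-/- mouse 3. The alternative that moved the number of down-regulated genes most, apart from dropping the fold threshold, was DESeq2's Wald test with shrunken fold changes, which called 396.

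**Figure D1:**
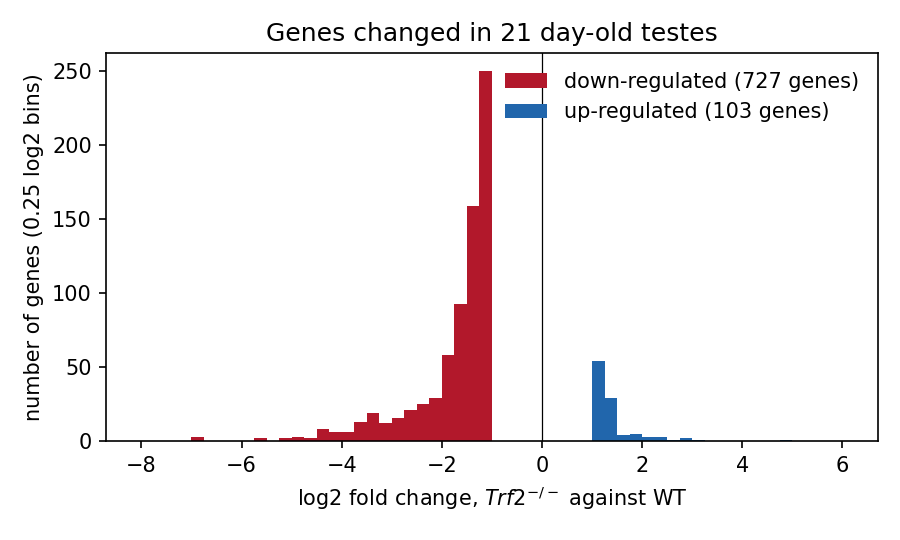
Histogram of the log2 fold changes (x axis, Trf2-/- against WT, bins of 0.25) of the genes called in 21 day-old testes, with the number of genes on the y axis. The 727 down-regulated genes lie on the left and the 103 up-regulated genes on the right of 0, and no gene lies between -1 and 1 because a fold change of at least 2 was required. Genes at the floor of 3 counts in the Trf2-/- mice are drawn at their fitted values, which are not bounds.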

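Among the 727 genes called down-regulated, 167 had a fitted decrease of more than 4-fold and 58 a fitted decrease of more than 10-fold. Many of these genes had almost no reads left in the mutant. In 49 of the 167, and in 40 of the 58, each Trf2-/- mouse had at most 3 counts, so that the size of the decrease was limited by depth and only a lower bound can be given. With those genes set to their lower bound, 143 genes were down-regulated more than 4-fold and 18 more than 10-fold. The median WT level of the 58 genes was 0.993 CPM, against 19.4 CPM over all tested genes. Among called genes with at least 10 counts in all WT mice and no overlap between genotypes, the largest fitted decreases were those of Adam26a, Tmem190, Lyzl6, 1700022P22Rik and 1700011L22Rik. Adam26a, on chromosome 8 from 44653632 to 44662061, had 16, 22 and 13 counts in the WT mice and 0 counts in each Trf2-/- mouse, and was at least 3.56-fold lower (adjusted p = 0.00136 from edgeR's quasi-likelihood test). Tmem190 on chromosome 7 and Lyzl6 on chromosome 11, also at 0 counts in each Trf2-/- mouse, were at least 3.46-fold and at least 3.05-fold lower. The bounds for 1700022P22Rik on chromosome 1 and 1700011L22Rik on chromosome 8 were at least 5.22-fold and at least 5.09-fold lower. Among down-regulated genes with more than 3 counts in any Trf2-/- mouse, the lowest log2 fold change was -3.91. DESeq2's shrunken fold changes placed 12 genes past 4-fold and 0 past 10-fold.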

Amongst those down-regulated, 77 genes were down-regulated more than 4-fold and none more than 10-fold (Supplementary Table 1). Gene set enrichment analyses of down-regulated genes showed they were strongly associated with spermatogenesis (Fig. 5B).

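The gene set collections of the paper's analysis were not used here. A set was instead defined from the descriptive names in the deposited table, as the genes whose name contains sperm, testis, testes, testicular or acros. It held 178 genes, of which 143 were tested. Of these, 106 were lower and 37 higher in Trf2-/- testis, with a median log2 fold change of -0.39. Limma's camera test with a preset inter-gene correlation of 0.01 gave p = 4.42e-11 for the set. The rotation test fry gave p = 0.000794, whereas camera with the correlation estimated from these 6 mice gave p = 0.0746. Among the 727 down-regulated genes, 37 belonged to the set (5.09%), against 0.845% of the tested genes, an odds ratio of 8.14 (Fisher's exact test across genes, two-sided, p = 3.56e-19). None (0) of the 103 up-regulated genes belonged to it.
The deposited table also gives biological process terms, and in a comparison added after seeing the data 1178 terms with at least 10 tested genes were compared in the same way. The term spermatogenesis ranked first, with 35 of its 249 tested genes down-regulated, an odds ratio of 3.78 (adjusted p = 7.22e-07 from Fisher's exact test with Benjamini-Hochberg adjustment over the terms). Sperm motility followed with 9 of 30 genes, an odds ratio of 9.65 and an adjusted p of 0.00177 from the same exact test. No other term for the down-regulated genes passed an adjusted p of 0.05. Genes are not independent replicates, so these tests describe the called genes of these mice.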

The first wave of spermatogenesis occurs in a synchronised manner each germ cell type appearing at well-defined time points. At post-natal day (PND) 7 only spermatogonia and somatic cells are present. At PND14, the first pachytene spermatocytes appear. At PND20 the first round spermatids can be detected, and by PND30 spermatids have elongated. Each stage of spermatogenesis is characterised by activation and repression of a set of genes. Laiho *et al*.^38^ performed a comprehensive study of spermatogenesis gene expression at these different stages. We used data from PND7, 14, 17, 21 and 28 (GSE39970) to assign testis-expressed genes according to their expression patterns in 4 clusters (Fig. 5C). Genes in cluster 1 were expressed in spermatogonia and somatic cells and down-regulated at the onset of spermatogenesis. Clusters 2–3 represent genes highly up-regulated in pachytene spermatocytes and at the beginning of and during meiosis. The expression of most of these genes was down-regulated at later times in round spermatids. Genes in cluster 4 were up-regulated in haploid round spermatids beginning around PND20. We next assigned the genes deregulated by Trf2 loss to each cluster. Strikingly, around 80% of these genes belonged to cluster 4 showing that Trf2 loss mainly affected expression of genes that were activated or up-regulated in round spermatids (Fig. 5C).

As it has been suggested that Trf2 and Taf7l cooperate to regulate spermatogenesis^37^, we compared gene expression changes seen here with the public data for the *Taf7l*^−/y^ mice. However, only 15 genes were commonly down-regulated in both lines (Supplementary Table 1). Similarly, transcription factor CREMτ is an important regulator of haploid cell gene expression that occupies a large number of promoters and whose loss leads to early round spermatids apoptosis^39^,^40^. Nevertheless, of the promoters of the genes found deregulated here only 46 were occupied by CREM and only 14 genes were commonly down-regulated by CREM and Trf2 inactivation (Supplementary Table 1).

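In the deposited counts each of the 15 genes listed in Supplementary Table 1 as shared with the Taf7l mutant was present, and 13 passed the filter on low counts. All 13 were called down-regulated in Trf2-/- testis, both over all genes tested and adjusted over the list alone. The study chose the list on these samples, so the latter is not independent evidence. Their log2 fold changes ran from -2.29 to -1.08 with a median of -1.58, and the largest adjusted p was 0.00611 (edgeR's quasi-likelihood test). The 2 genes that were not tested were Gsc on chromosome 12 and Acnat2 on chromosome 4. Gsc had 15, 14 and 7 counts in the WT mice and 1, 2 and 1 counts in the Trf2-/- mice, at least 2.45-fold lower. Acnat2 had 9, 5 and 7 counts in the WT mice and 0, 0 and 2 counts in the Trf2-/- mice, at least 1.48-fold lower. With DESeq2's shrunken fold changes 7 of the 15 genes were called, the fewest of the alternatives. DESeq2 without shrinkage called 14, and edgeR without a filter called 15. The expression data of the Taf7l mutant were not analysed here, so the number of shared genes was not recounted.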

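All 46 genes listed as occupied by CREM were found in the deposited counts and 43 were tested. Each of the 43 was called down-regulated, over all genes tested and adjusted over the list alone. They include Tbpl1, the inactivated gene itself (log2 fold change -2.27). The fitted log2 fold changes of the 43 genes ran from -4.38 to -1.06 with a median of -1.58. The median was the same, -1.58, with the 4 genes at the floor of 3 counts in every Trf2-/- mouse set to their lower bound. The genes below the filter were 1700018C11Rik, BC048671 and Morn3, which had 0 counts in each Trf2-/- mouse. Their WT counts were 8, 17 and 11 for 1700018C11Rik, 10, 6 and 6 for BC048671 and 10, 8 and 4 for Morn3. They were at least 2.56-fold, 1.52-fold and 1.49-fold lower. Of the 14 genes listed as down-regulated by loss of both factors, 14 were tested and 14 were called down-regulated, also adjusted over the list alone. Their fitted log2 fold changes ran from -3.99 to -1.29 with a median of -2.61, or -1.97 with the 4 genes at the floor set to their lower bound. The largest adjusted p was 0.00846 for these genes and 0.0158 for the CREM-occupied genes (edgeR's quasi-likelihood test). As both lists were drawn by the study from these mice, the adjustment over the list alone is not independent evidence. A minimum of 10 counts in every mouse, which removes genes that fell to the floor, left 4 of the 14 genes called. Crem itself had a log2 fold change of -0.36 (standard error 0.08, adjusted p = 0.00837 from the same test). The CREM occupancy and knockout data were not analysed here.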

To assess the underlying mechanism of changes in gene expression upon Trf2 inactivation, we examined the recruitment of Tbp, and Pol II and H3K4me3 specifically at these genes in WT or *Trf2*^−/−^ testis. H3K4me3 levels were not reduced at these promoters, while Tbp levels were only mildly reduced in absence of Trf2 (Fig. 5D). The most noticeable difference was seen for Pol II where the levels of promoter paused and elongating Pol II were visibly reduced at these genes, contrary to the overall profile at all TSS where little change was seen. Nevertheless, the decrease was modest reflecting the modest changes in expression.

Altogether these data showed that Trf2 was recruited to the promoters of active genes to promote optimal recruitment of Pol II and expression of a set of haploid cell-expressed genes involved in spermatogenesis.

## Discussion

In this study, we show that Trf2 formed a stable complex with TFIIA/ALF. In absence of crosslink, the Trf2-TFIIA/ALF complexes are released from the nucleus even under low ionic strength conditions and are then chaperoned in the cytoplasmic extract by heat shock proteins. Consequently, little or no Trf2-TFIIA/ALF was found in the nucleus associated with chromatin and neither Tbp nor Taf7l co-eluted or co-precipitated with the cytoplasmic Trf2-TFIIA/ALF complexes. In presence of formaldehyde however, Trf2 was cross-linked to chromatin and co-precipitated with Tbp and Taf7l. We previously reported using immunostaining on testis that both Trf2 and ALF localise almost exclusively to the nucleus of late pachytene spermatocytes and haploid round spermatids^33^,^34^,^35^. Thus, as previously proposed^35^, in cells the Trf2-TFIIA/ALF complexes are nuclear, but are not tightly associated with chromatin and are released during the extraction procedure and then chaperoned in the cytoplasmic extract by heat shock proteins.

Consistent with their presence in the nuclei of intact cells, ChIP-seq experiments revealed that Trf2 could be found associated with active promoters along with Pol II, Tbp and Taf7l. Importantly, the observation that Trf2 co-precipitated with Tbp and Taf7l from cross-linked chromatin indicated that Trf2 was bound to the promoters along with Tbp, and not in place of Tbp. This precludes the possibility that the ChIP-seq signal resulted from two mutually exclusive states, one where Trf2 was present in the PIC in absence of Tbp/TFIID and another where Tbp/TFIID was present in absence of Trf2. While these states may exist, the co-precipitation of these factors showed that at least at some stage all components were simultaneously bound to the promoters. Similarly, the sites strongest bound by Trf2 were also those that were strongest bound by Tbp and Taf7l, suggesting that occupancy reflects the transcriptional activity of the promoters and not selective and differential occupancy of specific classes of promoter by Tbp and Trf2. Although we cannot formally exclude the possibility that haploid gene expression is driven by two distinct PICs, one comprising Trf2-TFIIA/ALF, the other Tbp-Taf7l (Fig. 6), we favour a model in which recruitment of Trf2 along with Tbp-Taf7l is essential for optimal expression of haploid genes.

The finding that the Trf2-TFIIA/ALF complex was recruited to the PIC with Tbp and Taf7l does not imply direct interactions between these factors and raises the question of how Trf2 was recruited to the PIC. A common interface on Trf2 and Tbp is required for interactions with TFIIA and the Trf2-TFIIA interaction is much stronger than with Tbp such that Tbp and Trf2 cannot simultaneously interact with the same TFIIA molecule^26^,^23^. These observations suggest that the Trf2-TFIIA/ALF complex is not recruited to the PIC via Tbp-TFIIA interactions, but by an alternative pathway.

Zhou *et al*., reported that Taf7l interacts with Trf2^37^. However, Taf7l did not co-elute with Trf2-TFIIA and we did not detect Taf7l-Trf2 interactions by immunoblot or by mass spectrometry under non-crosslinked conditions. Alternatively, TFIIA interacts with the Taf4 subunit of TFIID suggesting that this interaction may recruit Trf2-ALF/TFIIA to the PIC^41^,^42^. Although Taf4 levels were strongly reduced in haploid cells^36^, this does not exclude the possible presence of Taf4 in the PIC. For example, strongly reduced levels of several TFIID subunits are observed in differentiating C2C12 myoblasts, but the residual levels form a TFIID complex that is recruited to promoters to drive myotube gene expression^43^,^44^. Also, recent electron microscopy studies of reconstituted PICs have revealed contacts between TFIIA and the small subunit of TFIIF that may contribute to recruitment of the Trf2-TFIIA/ALF complex^15^,^45^. Nevertheless, correct positioning of TFIIA to make these contacts may require the canonical Tbp-TFIIA interaction.

Interactions with DNA may also contribute to Trf2 recruitment to the PIC. Trf2 does not selectively recognise the canonical TATA element due to mutations in critical phenylalanine residues of its DNA binding surface^8^,^26^, however it may be able to recognise other features of promoter DNA, such as has been reported for *Drosophila* Trf2 that was enriched at ribosomal promoters with the polypyrimidine TCT initiator^46^. Given that we found murine Trf2 at all active promoters, its contacts if any with the DNA are likely to be in a non-specific rather than specific recognition of a given sequence.

While interactions of Trf2 with DNA or other PIC components may contribute to its recruitment, TFIIA or more specifically the Taspase I cleaved form of TFIIA^35^,^47^,^48^ is required for spermatogenesis. Oyama *et al*. reported that Taspase I inactivation or expression of a non-cleavable form of TFIIAα/β resulted in defective spermatogenesis and reduced Trf2 recruitment to transition protein and protamine promoters^49^. Oyama worked from the postulate that Trf2 was recruited only to promoters of spermatogenesis genes, whereas we found Trf2 associated with all expressed genes including house-keeping genes. Oyama *et al*. did not analyse the effect of TFIIAα cleavage on Tbp recruitment and more recently it has been shown that TFIIAα cleavage affects Tbp/TFIID regulation^50^. As both Trf2 and Tbp were present at the promoters of haploid cell genes, the non-cleavage of TFIIAα could therefore affect transcription by via the activity of Trf2 and/or Tbp.

Notwithstanding the interactions involved, our results suggest the conformation of the PIC at promoters in haploid cells differs from that in cells where Trf2 is absent. In absence of Trf2, Tbp can interact with TFIIA in the PIC, but in testis, Trf2 is an integral subunit of TFIIA such that the Tbp in the PIC cannot engage this canonical interaction seen in somatic cells (Fig. 6). Indeed, previous experiments have shown that Trf2 acts to repress basal transcription by such a mechanism^26^. In contrast, our data show that Trf2 promotes gene expression in haploid cells *in vivo* as its loss leads predominantly to down-regulated gene expression. 

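The direction of the changes was also counted without a fold threshold. Of the 5312 genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3423 were lower and 1889 higher in Trf2-/- testis, so that 64.4% were lower. The share was larger among genes changed at least 2-fold, of which 87.6% were lower. Of the genes lower past the adjusted p, 2696 changed by less than 2-fold, as did 1786 of those higher. With scaling by library size alone, 79.7% of the genes called at 2-fold were lower. From this predominance the paper reasons that Trf2 promotes gene expression in haploid cells, in contrast to the repression of basal transcription shown in previous experiments. The shares given here come from whole testis RNA. In it, lower expression per cell cannot be told apart from a smaller share of round spermatids.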

RNA-seq identified 711 genes showing reduced expression when the haploid gene expression programme is activated in 21day old testes. 

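Stat4, Vav2 and Aurkc were each called down-regulated in Trf2-/- testis. Stat4 lies on chromosome 1 of NCBIM37 from 52043992 to 52164032 and was weakly expressed, with 85, 87 and 65 counts in the WT mice and 3, 11 and 0 counts in the Trf2-/- mice. Its level fell from 3.14 ± 0.186 to 0.197 ± 0.245 CPM (SD, n = 3 mice each), a log2 fold change of -3.83 (standard error 0.48, adjusted p = 0.000808 from edgeR's quasi-likelihood test). Trf2-/- mouse 2 held most of the remaining Stat4 reads. Without that mouse the fitted log2 fold change was -5.34. The Trf2-/- mice left, with 3 and 0 counts, were then at the floor, so depth limits this value and it is not a bound. Vav2, on chromosome 2 from 27117624 to 27282553, was more abundant and fell from 138 ± 12.3 to 49.1 ± 6.32 CPM (SD, n = 3 mice each). Its log2 fold change was -1.49 (standard error 0.10, adjusted p = 0.000153 from the same test). Aurkc, on chromosome 7 from 6948154 to 6955656, fell from 7.12 ± 0.170 to 2.76 ± 0.806 CPM (SD, n = 3 mice each), a log2 fold change of -1.34 (standard error 0.19, adjusted p = 0.00127 from the same test). With each mouse left out in turn, the log2 fold change stayed between -1.61 and -1.41 for Vav2 and between -1.58 and -1.16 for Aurkc. Expression of these genes in other tissues was not analysed here.

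**Figure D2:**
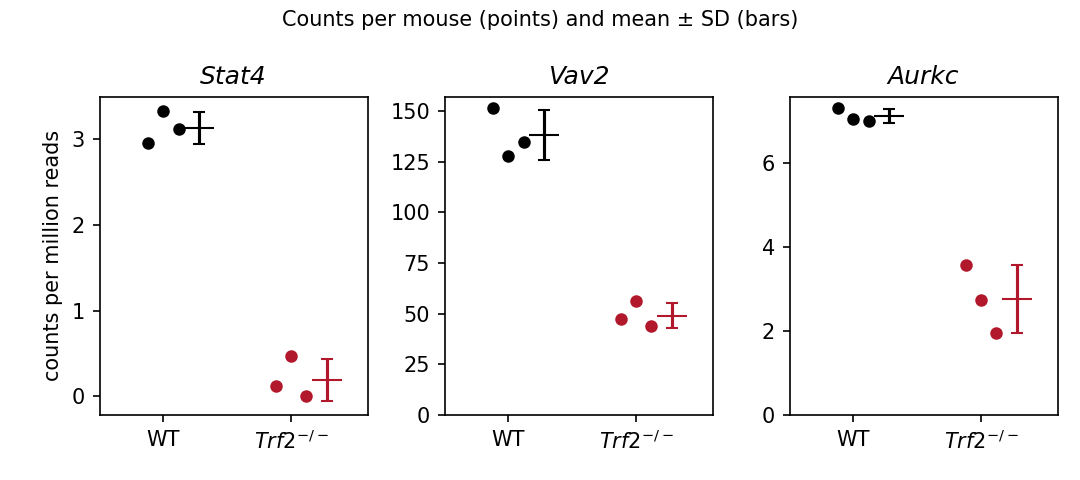
CPM (y axis) of Stat4, Vav2 and Aurkc in each of 3 WT and 3 Trf2-/- mice (points), with the mean and SD beside them (bar and whiskers). The Trf2-/- mice lie below all WT mice for each gene.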

While the majority of these genes are associated with spermatogenesis and/or selectively expressed in haploid cells, others such as *Stat4, Vav2* or *Aurkc* are much more widely expressed. Hence Trf2 contributes not only to expression of spermatogenesis genes, but more generally to haploid cell gene expression. On the other hand, we did not detect diminished expression of the protamine and transition protein genes whose expression, is low at this stage and increases only at later times and is known to be strongly diminished in *Trf2*^−/−^ testis^32^. It is therefore likely that analysis at later stages of haploid cell development, although complicated by the appearance of apoptotic cells, would reveal diminished expression of larger numbers of haploid expressed genes.

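Among the protamine and transition protein genes, Prm2, Prm3 and Tnp1 are listed in the deposited counts, and Prm1 and Tnp2 were not analysed here. Prm2 on chromosome 16, from 10791476 to 10792198, had 0, 1 and 1 counts in the WT mice and 0 counts in each Trf2-/- mouse. Prm3, also on chromosome 16 from 10790600 to 10791006, had 2, 1 and 0 counts in the WT mice and 0 counts in each Trf2-/- mouse. Tnp1 on chromosome 1, from 73061657 to 73062473, had 1, 4 and 1 counts in the WT mice and 1 count in each Trf2-/- mouse. None of the 3 genes passed the filter on low counts, so 0 were called down-regulated. The same number, 0, was called under each alternative that was tried, and without a filter 0 of the 3 genes passed an unadjusted p of 0.05. As the WT levels lie near or under the floor of 3 counts, a decrease was not detectable at this depth, and no fold change is given.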

It has been suggested that Trf2 and Taf7l cooperate to regulate spermatogenesis^37^. However, the complete arrest of spermatogenesis in *Trf2*^−/−^ mice contrasts with the progressive loss of reproductive potential of the *Taf7l*^−/y^ males^37^,^51^. Moreover, when we compared gene expression in the two lines only 15 genes were commonly down-regulated. Thus, in agreement with the very different phenotypes of these mice, Trf2 and Taf7l regulate distinct gene expression programs.

Increased expression of several general transcription factors may contribute to generally higher levels of gene expression in haploid cells^52^. Furthermore, several paralogs of general transcription factors exemplified by Trf2, Taf7l, and ALF are also specifically expressed in these cells. To better understand the function of Trf2, we propose to consider it as a testis-specific subunit of TFIIA and ALF. Trf2 has high affinity for TFIIA/ALF^23^ and immunopurification from testis extracts shows that it is a tightly associated integral subunit of TFIIA and ALF (ref. 35 and this study). Similarly, Teichmann also reported that when HeLa cells were engineered to stably express TRF2, it co-purified under stringent conditions with TFIIA^26^. Considering Trf2 as a testis-specific TFIIA/ALF subunit is also consistent with its observed recruitment to the PIC at haploid expressed genes. While some previous studies have considered Trf2 as specifically recruited to testis-specific genes (see for example^49^), our data rather support a model where testis-specific Trf2-containing TFIIA and/or ALF act as general factors that together with Tbp and other components of the PIC, promote optimal expression of haploid expressed spermatogenesis genes.

## Methods.

### Generation of *Trf2* ^tag/tag^ mice

A modified pL451vector containing a 6XHisTev3XFlag TAP-TAG followed by a neomycin resistance cassette flanked with two FRT sites was used to construct a targeting vector by sub cloning 5′ and 3′ arms of the *Trf2* locus. The 5′ arm was a 4 kb fragment of ending with the last amino acid of Trf2. The 3′ arm was a 5,7 kb fragment starting with the 3′ UTR of *Trf2*. Homologous recombination, ES cell screening and mouse generation were performed by standard procedures. Once mice with the germ-line mutation were identified they were crossed with mice ubiquitously expressing FLP recombinase to delete the neomycin resistance cassette. Mice were bred on a 129/SvPas background. All experimental procedures were approved by the French national ethics committee of the Ministère de l’Enseignement Supérieur et de la Recherche (CNEA). All experimental procedures involving mice were performed in accordance with institutional guidelines regarding the care and use of laboratory animals and with National Animal Care Guidelines (European Commission directive 86/609/CEE; French decree no. 87-848).

### Antibodies

The following antibodies were used in this study. For ChIP: Flag- M2 resin (Sigma), Trf2: in house rabbit polyclonal antibody 1727 raised against a peptide corresponding to Trf2 amino acids 115–136, gift from L. Tora, TBP: ab28175, Abcam and ab51841, Abcam, PolII: sc 9001X, Santa Cruz, H3K4Me3: 04-745, Millipore. For immunoblots the following antibodies were used. Trf2; 1727 as described above, TFIIA: rabbit polyclonal J17, gift from H.G. Stunnenberg, ALF: in house mouse monoclonal 2B11 as described^35^, Taf7l: in house mouse monoclonal 46TA as described^36^, TBP: ab51841 Abcam, TAF4: in house mouse monoclonal 32TA as described^53^. TAF1: ABE42, Millipore, Actb in house mouse monoclonal 1ACT-2D7, H3: ab1791 Abcam.

### Preparation of nuclear and cytoplasmic extracts

20 mouse testes were homogenized by douncing with a loose pestle in 10 mL hypotonic buffer (50 mM Tris pH8, 1 mM EDTA, 10 mM KCL, 1 mM DTT and 1X protease inhibitors (#11 873 580 001, Roche). After 10 min incubation on ice the suspension was centrifuged for 10 min at 4000 rpm and the supernatant kept as cytoplasmic extract. The nuclear pellet was washed once with hypotonic buffer and dounced in 2 mL high salt buffer (50 mM Tris pH8, 0,5 M NaCl, 0,5 mM EDTA, 20% glycerol, 1 mM DTT and 1X protease inhibitors) with a tight pestle. The suspension was incubated at 4 °C with agitation for 30 minutes and centrifuged at 13000 rpm for 5 min.

### Gel filtration

500 μl of cytoplasmic extracts containing 5–10 mg of protein were injected onto a equilibrated Superose 6 (10/300) column and run at 0.4 ml/min. 500 ul fractions were collected and analysed by western blot.

### Tandem immunoaffinity purification and mass-spectrometry

The fractions containing Trf2 and TFIIA/ALF from the gel filtration were pooled and subjected to tandem Flag-His purification. Tagged Trf2 was immunoprecipitated with anti-Flag M2-agarose (Sigma), eluted with Flag peptide (0.5 mg/mL), and further affinity purified with Talon superflow affinity resin (Clontech) and elution with 0.1 M EDTA. Purified complexes from the *Trf2*^tag/tag^ and control *Trf2*^+/+^ fractions were resolved by SDS-PAGE and stained using the Silver Quest kit (Invitrogen). Sections of gel from the lowest to highest molecular mass were systematically excised and analysed by mass-spectrometry either at the Taplin Biological Mass Spectrometry Facility (Harvard Medical School, Boston, MA) or the IGBMC mass-spectrometry facility.

### Chromatin preparation

Chromatin from mouse testes was prepared either by sonication or by digestion with MNase. Mouse testes were decapsulated in PBS and seminiferous tubules were put into a dounce containing 0.4% PFA in 1X PBS (for sonicated chromatin) or 1% PFA in 1X PBS (for MNase digestion) and homogenised with a loose pestle. Cross-linking was stopped with glycine (0.4 M final concentration). The cell pellet was collected by centrifugation for 5 min at 4000 rpm, lysed in 5 volumes of lysis buffer (50 mM Tris pH8, 10 mM EDTA, 1% SDS, protease inhibitors) and sonicated for 10 min on a Covaris sonicator. MNase digested chromatin was prepared by resuspending the cell pellet in 7 mL hypotonic buffer (50 mM Tris pH8, 1 mM EDTA, 10 mM KCL, 1 mM DTT) and douncing with tight pestle. The suspension was incubated for 10 min on ice and centrifuged for 5 min at 4000 rpm. Nuclei were washed once with 1X PBS and spin and resuspended in 2 volumes of MNase lysis buffer (50 mM Tris pH8, 0.5% Na deoxycholate). The lysate was sonicated for 30 sec as described above, CaCl2 and MgCl2 were added to 5 mM final concentration each and digestion was performed with MNase (10 gel units/uL final) (M0247S, New England BioLabs) for 10 min of incubation. The reaction was stopped by addition of EDTA to 10 mM final concentration. SDS (0.5% final) and protease inhibitors were added and suspension left on ice for 10 min and the centrifuged for 5 min at 13000 rpm. The supernatant was used for MNase digested chromatin.

### ChIP-seq

ChIP experiments were performed on sonicated or MNase digested chromatin as previously described. ChIP-reChIP was performed for Trf2 and Tbp according to the same protocol with minor modifications as follows. After first IP [anti Flag M2 resin (Sigma) or anti-TBP (ab28175, Sigma)] chromatin was eluted with a 3-fold smaller volume of elution buffer (1% SDS, 0.1 M NaHCO_3_). For Trf2, the eluate was diluted 10 times with ChIP-dilution buffer (1.1%Triton X100, 1.2 mM EDTA, 16.7 mM Tris-Hcl-pH8.0, 167 mM NaCl) and re-ChIPed with the polyclonal anti-Trf2 antibody 1727. For Tbp the second ChIP was performed using or anti-TBP (ab51841, Abcam). ChIP-seq libraries were prepared and sequenced on an Illumina Hi-seq2500 as single-end 50-base reads. After sequencing, peak detection was performed using the MACS software^54^ (http://liulab.dfci.harvard.edu/MACS/). Global clustering, meta-analyses and quantitative comparisons were performed using seqMINER and R (http://www.r-project.org/). The Taf7l ChIP-seq data is from GSE50807^37^.

### RNA-seq

Total RNA from mouse testes was isolated using the TriReagent (Molecular research center TR118). Libraries of template molecules suitable for high throughput DNA sequencing were created using “TruSeq™ Stranded Total RNA LT library prep kit with Ribo-Zero Gold” according to manufacturer’s user guide (Illumina Inc.). The libraries were loaded in the flow cell at 7pM concentration and clusters were generated in the Cbot and sequenced on the Illumina Hiseq2500 as single-end 50 base reads. Sequence reads mapped to reference genome mm9/NCBI37 using Tophat^55^. Data normalization and quantification of gene expression was performed using the DESeq 2 Bioconductor package^56^. Three independent biological replicates were analysed for each mouse genotype. Gene set enrichment analyses were performed using the BROAD javaGSEA standalone version (http://www.broadinstitute.org/gsea/downloads.jsp) and the curated C3 transcription factor target gene set collection (BROAD molecular signature database, MSigDbv4.0, http://www.broadinstitute.org/gsea/msigdb/index.jsp). For GSEA of *Trf2*^+/+^ versus *Trf2*^−/−^, we used the mean of the log2 fold changes of the biological replicates as metric for the H Hallmark gene sets of the BROAD javaGSEA tool with 1,000 permutations and the canonical pathway (cp) subcollection of the C2 curated BROAD molecular signature gene-set collection.

## Additional Information

**How to cite this article**: Martianov, I. *et al*. TRF2 is recruited to the pre-initiation complex as a testis-specific subunit of TFIIA/ALF to promote haploid cell gene expression. *Sci. Rep.* **6**, 32069; doi: 10.1038/srep32069 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset

## Figures and Tables

**Figure 1:**
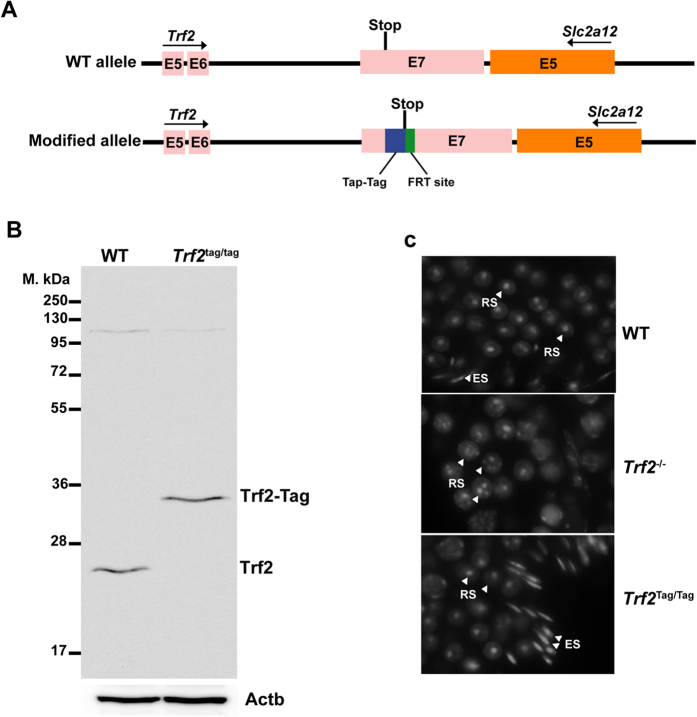
Generation of *Trf2*^tag/tag^ mice. (**A**) Schematic representation of WT and modified *Trf2* alleles with those of the partially overlapping *Slc2a12* gene. Exons (E) are indicated along with the Trf2 stop codon, the location of the Tap-Tag and the FRT sites. (**B**) Immunoblot on protein extracts from testis of WT and *Trf2*^tag/tag^ testes. Molecular mass markers are indicated on the left of the panel. (**C**) Hoechst staining of histological sections from mice of the indicated genotypes. RS shows round spermatids with a prominent chromocenter, PS shows pachytene spermatocytes and ES elongate spermatids.

**Figure 2:**
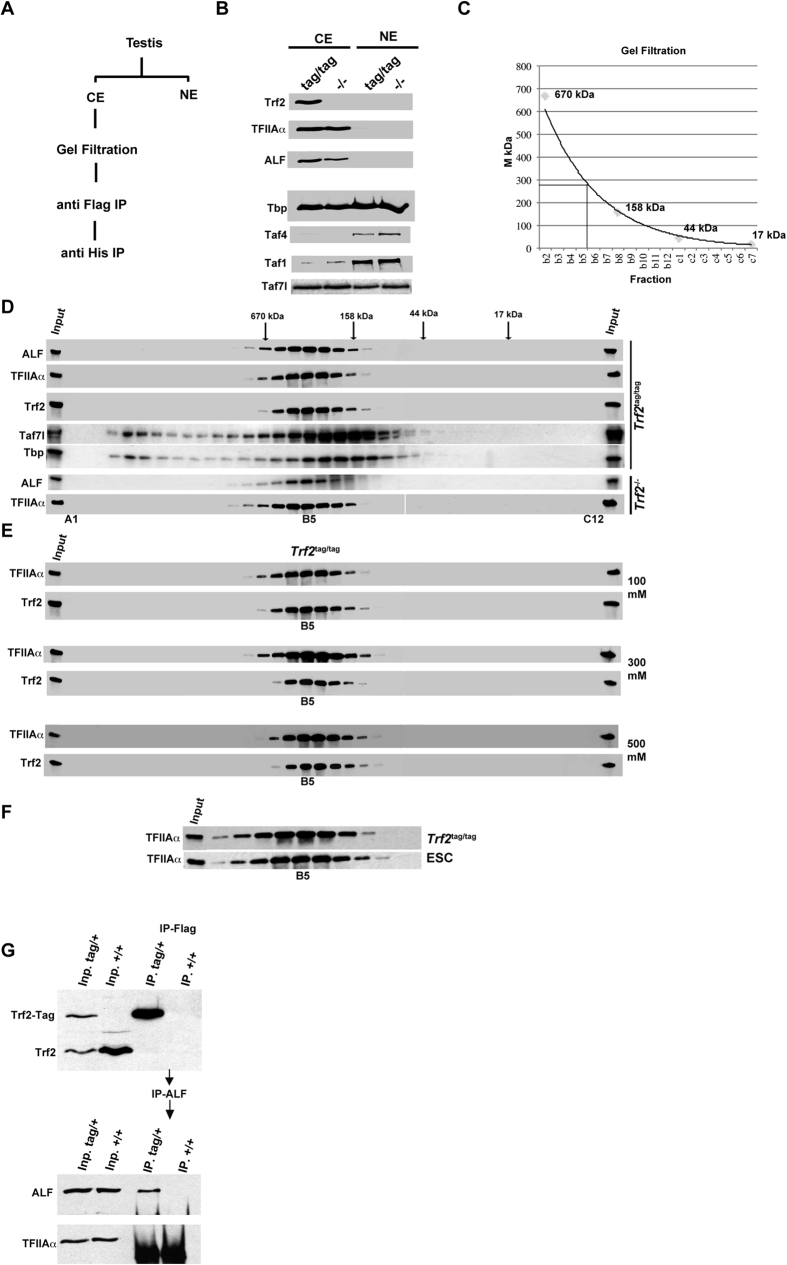
Trf2 is co-purified with TFIIA and ALF. (**A**) Schematic of purification of testis into cytoplasmic (CE) and nuclear extract (NE) before gel filtration and tandem affinity purification. (**B**) Immunoblots of cytoplasmic and nuclear extracts from *Trf2*^tag/tag^ and *Trf2*^−/−^ testis. (**C**) Elution of molecular mass markers on the gel filtration column. (**D**) Immunoblots on fractions following gel filtration of cytoplasmic extracts from *Trf2*^tag/tag^ and *Trf2*^−/−^ testes. (**E**) Immunoblots on fractions following gel filtration performed at the indicated KCl concentrations. (**F**) Immunoblots on fractions following gel filtration of cytoplasmic extracts from *Trf2*^tag/tag^ testes and murine embryonic stem cells. (**G**) Upper panel shows immunoblots on cytoplasmic extracts (Input, Inp.) from WT and *Trf2*^+/tag^ heterozygous mice indicating the positions of the native and tagged proteins. The right hand lanes show the Flag immunoprecipitates from the corresponding Input fractions in the left lanes. The lower panel shows the immunoblots of the anti-ALF IP performed on the fractions eluted from the Flag IP in the upper panel.

**Figure 3:**
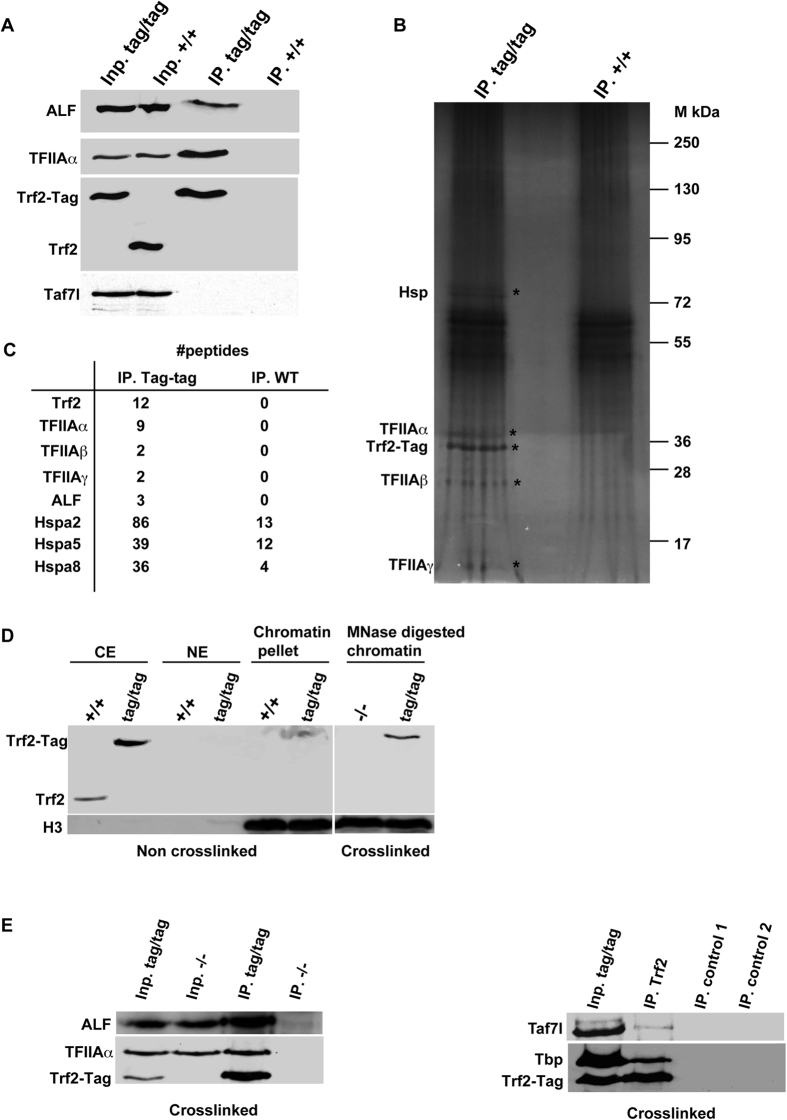
Composition of the cytoplasmic Trf2 complex. (**A**) Immunoblots of the fractions obtained by tandem affinity purification. (**B**) SDS-PAGE and silver nitrate staining of the immunoprecipiated fractions. The locations of tagged Trf2 and the TFIIA subunits are indicated. (**C**) The number of peptides obtained for each protein after mass-spectrometry analysis of the precipitated fractions. (**D**) Immunoblots of CE, NE and chromatin pellet from non-crosslinked testis and the MNase digested chromatin from formaldehyde crosslinked chromatin. (**E**) Input fractions and Flag IPs from formaldehyde crosslinked chromatin. Control 1 is no antibody IP on the chromatin, control 2 is antibody and sepharose beads, but no input chromatin.

**Figure 4:**
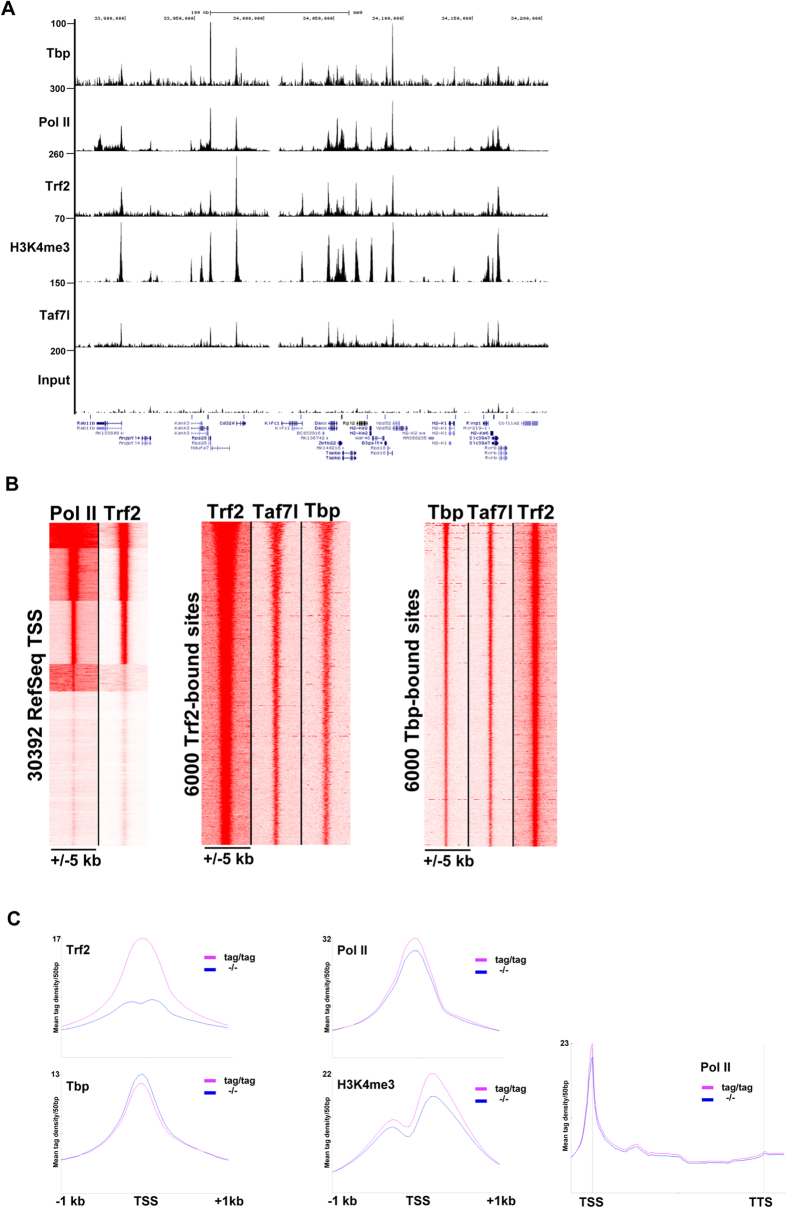
Trf2 occupies active promoters. (**A**) UCSC screen shot of ChIP-seq for the indicated factors over a 3-megabase region illustrating the colocalisation of Trf2, Tbp, Pol II, and Taf7l at active promoters. (**B**) Read density clustering showing, colocalisation of Trf2 with Pol II at a subset of promoters active in testis and co-localisation and proportionality of Trf2, Tbp and Taf7l occupancy at 6000 Trf2 bound sites and 6000 Tbp bound sites. (**C**) Meta-profiles of the ChIP-seq data for the indicated factors in *Trf2*^tag/tag^ and *Trf2*^−/−^ testis.

**Figure 5:**
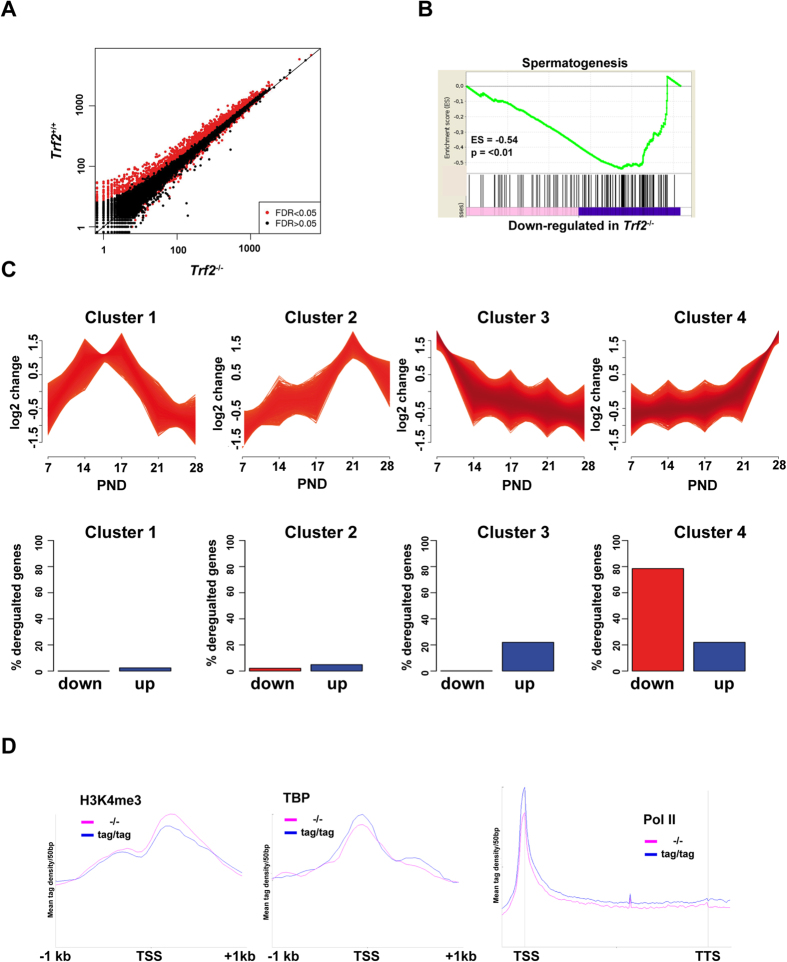
Trf2 promotes haploid cell gene expression. (**A**) Comparison of RNA-seq profiles from 21 day old testes from WT and *Trf2*^−/−^ mice. (**B**) Gene set enrichment analyses of the down-regulated genes in *Trf2*^−/−^ testes. (**C**) Gene expression data from public data set GSE39970 was organised into 4 clusters representing genes with different expression dynamics relative to the onset of the first wave of spermatogenesis between post-natal days (PND) 7 and 28. The lower part of the panel shows the % of the genes deregulated in the *Trf2*^−/−^ mice belonging to the different clusters. (**D**) Metaprofiles of the indicated factors at the promoters of the 711 down-regulated genes in WT and *Trf2*^−/−^ testis.

**Figure 6:**
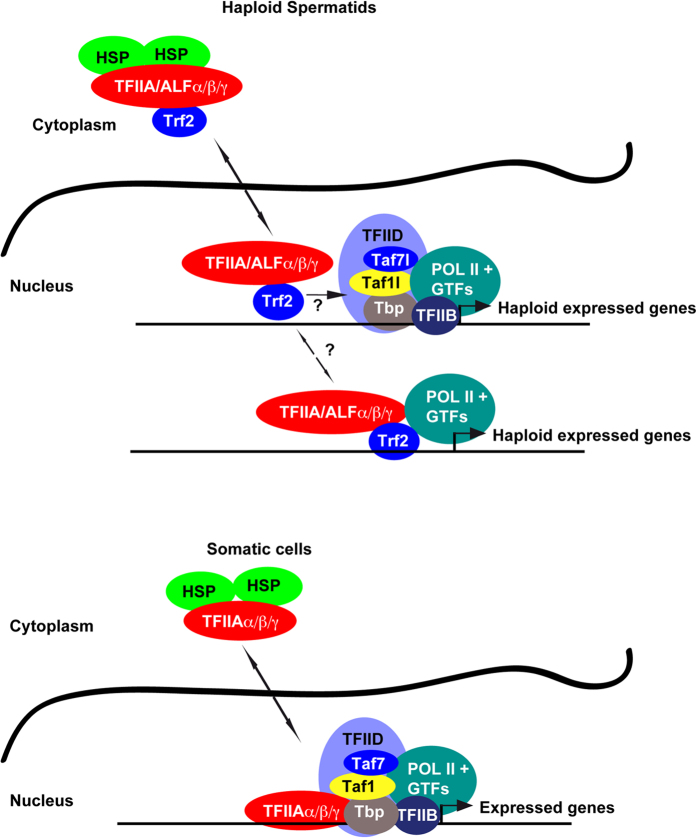
Presence of Trf2 alters PIC organisation. The figure shows a schematic summarising the results of this study. The Trf2-TFIIA/ALF complexes are weakly associated with the chromatin and readily extracted from the nucleus. They are chaperoned in the cytoplasm by heat shock factors. In haploid cells the PIC minimally comprises Tbp, Taf7l and Taf1l together with Pol II and the other general transcription factors (GTFs). As Trf2 is a subunit of TFIIA in haploid cells, Tbp cannot engage TFIIA in the canonical interaction seen in somatic cells. In contrast, in somatic cells in absence of Trf2, Tbp can interact with TFIIA. The presence of Trf2 as a subunit of TFIIA therefore modifies the organisation of the PIC in haploid cells.

# Supplementary material for: TRF2 is recruited to the pre-initiation complex as a testis-specific subunit of TFIIA/ALF to promote haploid cell gene expression
**Source:** Sci Rep. 2016 Aug 31;6:32069. doi: 10.1038/srep32069

**TRF2 is recruited to the pre-initiation complex as a testis-specific subunit of TFIIA/  
ALF to promote haploid cell gene expression.**

Igor Martianov<sup>1</sup>, Amandine Velt<sup>1</sup>, Guillaume Davidson<sup>1</sup>, Mohamed-Amin Choukrallah<sup>2</sup>, and  
Irwin Davidson<sup>1#\*</sup>.

Moléculaire et Cellulaire. CNRS/INSERM/UDS. 1 Rue Laurent Fries, 67404 Illkirch Cédex.  
France.

**Supplementary Figure 1.** Specificity of tandem Trf2 ChIP. **A.** Flag-ChIP-qPCR at the *Rpl37* and *Znf512b* loci and a control intragenic locus using chromatin from *Trf2*<sup>tag/tag</sup> or *Trf2*<sup>-/-</sup> testis as indicated. **B.** The Flag-ChIPped material was re-chipped using Trf2 antibody. **C.** UCSC screen shot of ChIP-seq for Trf2, Pol II and Taf7l at the *Rpl37* and *Znf512b* loci. Sites that were bound by Trf2 in *Trf2*<sup>tag/tag</sup> testis chromatin and lost in *Trf2*<sup>-/-</sup> chromatin are indicated by arrows.

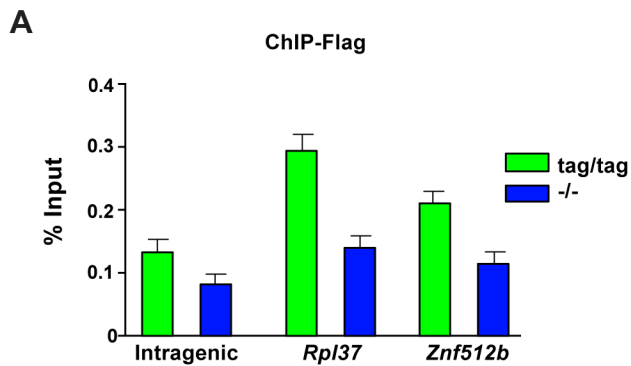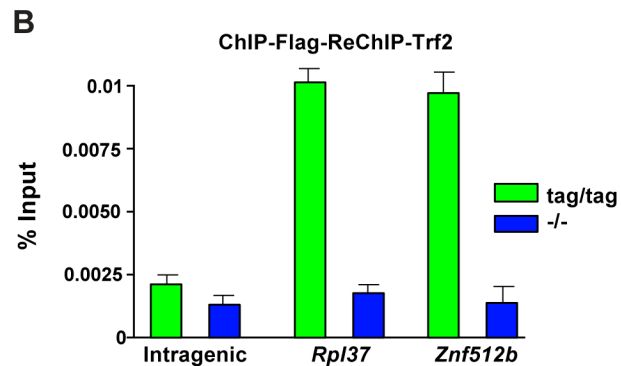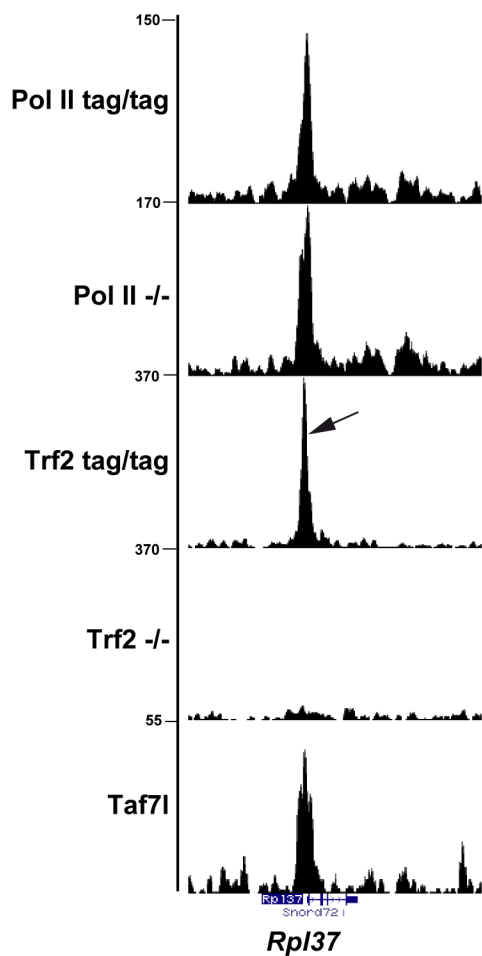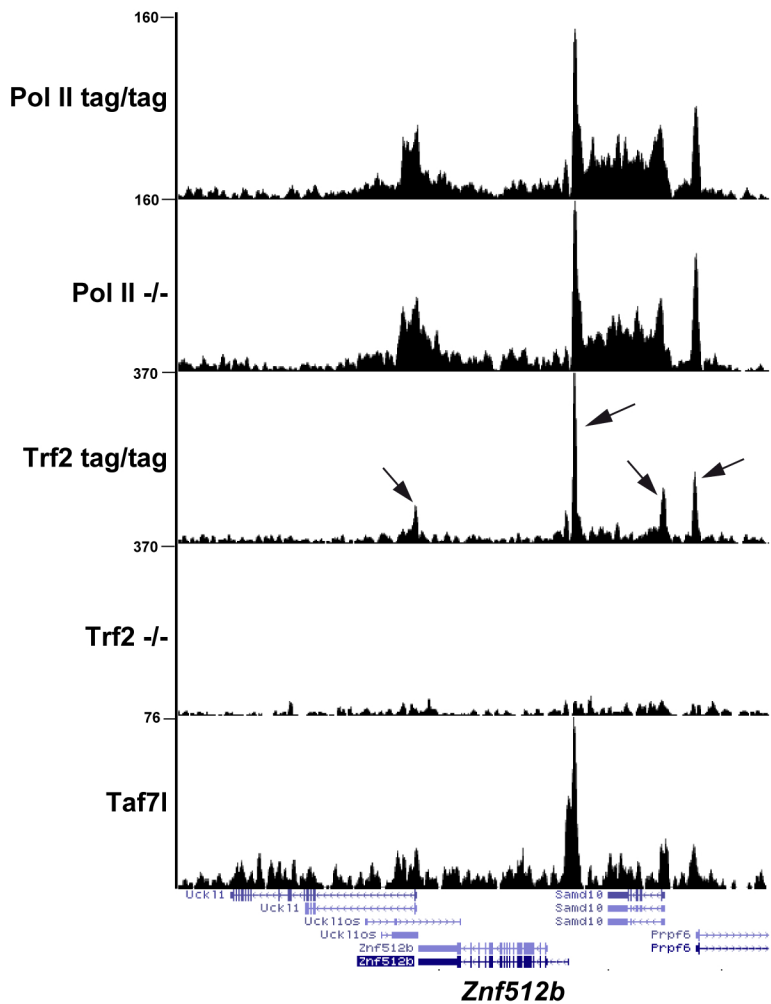

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

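RNA-seq was performed on whole testes of 3 WT and 3 Trf2-/- mice at 21 days of age, with total RNA libraries depleted of ribosomal RNA. The authors aligned the single-end reads to the genome build NCBIM37 (mm9) with Tophat and deposited raw read counts for 26743 genes, with 1 column for each mouse. They used DESeq2 to normalize the data and to quantify gene expression. The read counter, its treatment of the strand and of reads shared between paralogs, and the annotation release are not named in the paper's text. The same table holds 12 further columns of normalized values per mouse, which were not used here. Each count column was assigned to its mouse by the genotype and replicate number in the column's name. Gene lengths, descriptive names and biological process terms were taken from the deposited table. Of its genes, 26359 (98.6%) have a descriptive name. GC content was computed from the reference genome and annotation of the same build for 26576 genes.

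Counts on genes per mouse ran from 21582123 to 29859347 in WT and from 15187062 to 24530489 in Trf2-/- testis. The filter filterByExpr kept 16924 genes, which held 99.9% of the reads. Differences were tested on the deposited counts with edgeR 4.0.16 (R 4.3.3), using TMM factors, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over the tested genes. Calls required an adjusted p under 0.05 and a log2 fold change of at least 1 in size, the limit seen in Supplementary Table 1. The standard error of a log2 fold change was derived from its size and the F statistic. CPM values use the TMM-scaled library sizes. The biological coefficient of variation was 0.0838. A gene with at most 3 counts in each mouse of a genotype was taken to be at the floor, and its fold change was given as a lower bound against the highest floor of that genotype. An exact permutation test of 3 mice against 3 cannot give a p under 0.1, so the model across genes was used.

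Sets of genes were tested with camera from limma 3.58.1 with a preset correlation of 0.01, on log2 CPM, and also with an estimated correlation and with fry. Marker lists for spermatogonia, early and pachytene spermatocytes, round and elongating spermatids, Sertoli, Leydig and peritubular cells, macrophages and T cells, and a list of interferon response genes, were written before the data were examined and adjusted together. The genes named in the text are those the paper names, the first 3 genes of the down and up sheets of Supplementary Table 1, the 5 called genes with the largest decrease and the 5 with the largest increase among genes with at least 10 counts in all mice of 1 genotype and no overlap between genotypes, the listed Taf7l and CREM genes that were not called, and members of the marker lists.

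The alternatives set before the data were examined were DESeq2's size factors or library size in place of TMM, the Wald test of DESeq2 1.42.0 with and without shrunken fold changes, no filter beyond at least 1 count, at least 10 counts in every mouse, the replicate number as a block, each mouse left out in turn, no fold threshold, and an adjusted p of 0.01. A DESeq2 shrinkage with the prior width taken from a quantile of the fold changes, and a set of genes with the spermatogenesis term, were added after seeing the data. The methods were tested on simulated counts for 16924 genes, drawn from the means, dispersions and library sizes of these mice. Of 200 genes changed by known amounts of 4-fold or more, edgeR called 95.0% and DESeq2 94.0%. Most called genes of these mice changed less. Their median log2 fold change was -1.42 among down-regulated and 1.22 among up-regulated genes. The share of such smaller changes that would be called was not simulated. A further 60 genes were given a log2 fold change of -0.50 to test the set methods, and of the remaining 16664 unchanged genes edgeR called 9 and DESeq2 6. Replicates were checked for libraries deposited more than 1 time. The chi-square statistic over genes was at least 3.52 times its degrees of freedom in each pair of the same genotype, so no pair differed by less than the sampling noise. Protein, ChIP-seq and public expression data of the paper were not analysed here.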

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

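The choice of immune terms and the test of the interferon response list with each mouse left out were made only after the result was seen.

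The paper does not discuss the up-regulated genes as a group. Of the 103 up-regulated genes, 23 carry a term for immune response, inflammatory response, innate immune response, defense response or antigen processing and presentation, among 279 tested genes with such a term. For antigen processing and presentation alone, 6 of 28 tested genes were up-regulated (odds ratio 47.2, adjusted p = 1.75e-05 from Fisher's exact test across genes). The largest increases among the 23 genes were those of Ccl8 (log2 fold change 4.97, adjusted p = 0.0201 from edgeR's quasi-likelihood test) and C3 (3.04, adjusted p = 0.0495). C3 was named after its values were seen. It stood at 12.3, 14.8 and 15.7 CPM in the WT mice and 308.9, 22.3 and 14.2 CPM in the Trf2-/- mice, so that mouse 3 lay within the WT values. Without Trf2-/- mouse 1 the log2 fold change of C3 was 0.37 (adjusted p = 0.205 from edgeR's quasi-likelihood test), and with each mouse left out its adjusted p ran from 0.00854 to 0.205. Ccl8 had 6, 10 and 2 counts in the WT mice and 494, 33 and 15 counts in the Trf2-/- mice. Without Trf2-/- mouse 1 its log2 fold change was 2.31, and it lost its call with any WT mouse left out. The adjusted p ran from 0.000617 to 0.0815 over the alternatives that gave one. DESeq2's Wald test gave none for Ccl8, with or without shrunken fold changes or with the quantile prior. Neither did the minimum of 10 counts in every mouse. The median log2 ratio of the 23 genes to the WT mean was 1.82 in Trf2-/- mouse 1, 1.08 in mouse 2 and 0.59 in mouse 3. The 23 genes were chosen for being higher, so these medians do not test the direction.

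The interferon response list had a median log2 fold change of 0.79 over 11 tested genes, of which 11 were higher, 4 past an adjusted p of 0.05 over all genes and 7 adjusted over the list alone (camera adjusted p = 0.00281, fry 0.0408). The macrophage list had a median of 0.73 over 9 tested genes, of which 9 were higher, 5 past the adjusted p over all genes and 7 adjusted over the list alone (camera adjusted p = 0.0119, fry 0.136). All 9 macrophage genes were also expressed in WT testis. The most abundant members of the list were Mrc1, at 85.5 CPM in WT and 95.03 in Trf2-/- testis, Csf1r at 26.7 and 39.9, and Lyz2 at 23.4 and 59.6. Without Trf2-/- mouse 1 the macrophage median was 0.41, and without Trf2-/- mouse 2 the interferon median was 0.51. The T cell list had only 2 tested genes, with a median of 0.21 (camera adjusted p = 0.655). Under camera with an estimated correlation neither list passed its threshold, with an adjusted p of 0.453 for each.

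As to the explanations, an origin of the interferon response in 1 mouse is argued against by the list tests with each mouse left out, where the largest adjusted p was 0.0247. Its mean log2 CPM were 2.75 and 2.90 in Trf2-/- mice 1 and 2, above the WT values of 1.67, 2.00 and 1.96, and 2.08 in mouse 3. For the 23 called genes, the size of the increase rested in part on Trf2-/- mouse 1. Without it 6 genes were still called, with a median log2 fold change of 0.85 and 15 genes past the adjusted p, whereas 19 and 23 were still called without Trf2-/- mice 2 and 3. Without WT mice 1, 2 and 3, 6, 11 and 10 genes were still called. There the loss lay in the adjusted p, as the median log2 fold change was 1.34 without WT mouse 1. With any mouse left out, 23 of the 23 genes were higher in Trf2-/- testis, but the genes were chosen for this, so how far 1 mouse accounts for them stays open. More macrophages may be a source, with the rise of the list (adjusted p = 0.0119) as predicted, but Mrc1, its most abundant gene, had a log2 fold change of only 0.16 (adjusted p = 0.466), and a change in the state of resident macrophages was not tested. More macrophages and a change in their state cannot be told apart in whole testis RNA. An effect of the genotype stays open beside a difference in the health or housing of the mice, for which the labels give no batch.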

How the results depend on the processing

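The predominance of down-regulated over up-regulated genes was kept under each alternative tried. Between 77.7% and 97.3% of called genes were lower, except without a fold threshold, where 64.4% were lower. The number of genes was less stable. DESeq2's size factors gave 727 down- and 97 up-regulated genes, of which 726 and 97 were among those called with TMM. With library size only, 158 genes were up-regulated, and the median log2 fold change of all genes was 0.13, against 0.04 with TMM. DESeq2's shrunken fold changes called 396 genes down- and 11 up-regulated, 12 more than 4-fold and 0 more than 10-fold lower, with 407 genes of Supplementary Table 1, 7 of the Taf7l list and 9 of the genes shared with CREM loss. The quantile prior, chosen after seeing the data, gave 51 up-regulated genes and 0 more than 10-fold lower. Without a filter 159 genes were up-regulated, 317 were more than 4-fold and 135 more than 10-fold lower. With at least 10 counts in every mouse 436 were down- and 61 up-regulated, 18 more than 4-fold and 0 more than 10-fold lower, with 376 genes of Supplementary Table 1 and 4 of the genes shared with CREM loss. By construction this filter removes genes that fell to the floor. For the shrunken fold changes the shrinkage acts on the fold threshold itself; for the other settings the cause was not tested. Without a fold threshold 3423 genes were lower and 1889 higher, and an adjusted p of 0.01 left 32 up-regulated genes.

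With each mouse left out in turn, between 53 and 177 genes were up-regulated, between 170 and 272 were more than 4-fold lower and between 48 and 108 more than 10-fold lower. The number of up-regulated genes was lowest without WT mouse 1 and highest without Trf2-/- mouse 3. The 2 counts of strong decreases were highest without Trf2-/- mouse 2. The number of down-regulated genes stayed between 616 and 896.

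The spermatogenesis-named set kept its side of the threshold under fry, library size, the higher count minimum, the block and each mouse left out, but not under camera with an estimated correlation (p = 0.0746). Limma's camera also placed the 249 tested genes with the spermatogenesis term, a set added after seeing the data, past the threshold (2.54e-05). Of the 11 marker lists 5 passed an adjusted p of 0.05, and 0 did so with the estimated correlation, where 0 also passed an unadjusted p of 0.05. Over all lists and alternatives, 7 values lost their side of the threshold, these 5 included, and 5 gained it. The elongating spermatid list lost it with at least 10 counts in every mouse, and the macrophage list under fry. Without Trf2-/- mouse 1 the T cell list of 2 genes changed its direction (camera adjusted p = 0.769), and with each mouse left out its adjusted p ran from 0.448 to 0.778. Among the named genes, Hspa5 reversed its sign without Trf2-/- mouse 2, to a log2 fold change of -0.00979, from 0.02, and with each mouse left out it ran from -0.00979 to 0.0382. Over the named genes and settings, 24 values lost their side of the threshold and 12 gained it. Those gained were of Taf7l, Taf1, Gtf2a1 and Rpl37, and those lost of Hspa2, Hspa8, Ccl8, Serpina3n and Lcn2.

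The replicate numbers were not stated to pair the mice, and same-numbered mice did not deviate together (correlations across genes of -0.10, -0.03 and -0.10). With the replicate number as a block, 725 genes were down- and 76 up-regulated, 702 and 73 of them among those called without it. Depth limits the size of the strongest decreases. Of the 58 genes past 10-fold, 40 were at the floor of 3 counts in all Trf2-/- mice. Low counts also left a decrease of Prm2, Prm3 and Tnp1 undetectable. Tested without a filter, 0 of these 3 genes passed an unadjusted p of 0.05.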

Differences from the paper's values

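The paper reports 41 up-regulated genes, against 103 here. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's with at least 10 counts in every mouse (61), without WT mouse 1 (53), without Trf2-/- mouse 1 (54) and with an adjusted p threshold of 0.01 (32), and not without a fold threshold or with DESeq2's size factors, library size, either DESeq2 Wald test, no filter, the block or the other mice left out. The DESeq2 shrinkage with a quantile prior, chosen after seeing the values, gave 51. For genes down-regulated more than 4-fold the paper's value is 77 and the value here 167. None of the alternatives set before the data were examined closed the gap. The quantile prior, chosen after seeing the values, gave 112, within 1.5 times the paper's. For decreases of more than 10-fold Supplementary Table 1 lists 0 genes, against 58 here, or 18 with genes at the floor set to their bound. Of the settings fixed before the data were examined, 2 gave 0, DESeq2's shrunken fold changes and at least 10 counts in every mouse, as did the quantile prior chosen after seeing the values. The other alternatives gave between 48 and 135.

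Across the 644 listed genes tested here, the correlation with the paper's log2 fold changes was 0.90 and the median absolute difference 0.22. With the quantile prior, a shrinkage chosen after seeing the values, they were 0.99 and 0.06 over the same genes, and with the shrinkage set before the data were examined 0.93 and 0.20. Over the 376 listed genes tested under every alternative that kept all mice, which leaves out genes with few counts, the correlation was 0.992 with edgeR and 0.998 with the quantile prior, and the median absolute difference 0.10 and 0.03. Scaling also mattered for the unshrunken fold changes. With library size in place of TMM the median absolute difference was 0.14 over the 644 genes and 0.05 over the 376. The correlations were 0.90 and 0.992, as with TMM. The paper's fold changes thus lie closer to those of the quantile prior than to the unshrunken ones with TMM or library size. This bears on the counts past 4-fold and 10-fold and on the genes that follow. The paper's text does not say whether its fold changes were shrunken.

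For Stat4 the paper's log2 fold change is -2.84, against -3.83 here. The spread of the WT mice (SD 0.08) was used as the limit here, because Trf2-/- mice at the floor inflate the spread of that genotype. None of the alternatives set before the data were examined came within it, and at least 10 counts in every mouse gives no value. The quantile prior, chosen after seeing the values, gave -3.12, outside this limit but closer to the paper's value than the standard error of 0.48 of the value here. For 9530008L14Rik the paper's log2 fold change is 2.26 and the value here 2.82. It came within the replicate spread without Trf2-/- mouse 2, and with the quantile prior chosen after seeing the values. For C1rb the paper's log2 fold change is 1.87 and the value here 2.41, which came within the spread without WT mouse 2 and with the quantile prior chosen after seeing the values. The paper's 711 down-regulated genes, against 727 here, do not differ by this measure, and without a filter all 711 listed genes were called down-regulated.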

Other observations

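The tests of X-linked expression and of a delay of spermatogenesis, the limit of 1.5 used to read the odds ratio around Tbpl1, and the test of genes around Tbpl1 without a fold threshold were chosen only after the result was seen.

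The predominance of decreases was weighed against technical explanations. Of the 10 splits of the 6 mice into 3 and 3, 1 gave as many genes in its larger direction, the real one, and the other 9 gave 0. At an unadjusted p under 0.05 and the same fold threshold, the other splits gave between 21 and 63 genes and the real one 880. A share of 1 in 10 is the smallest this design allows. The other 9 splits put mice of both genotypes in each group, so the genotype difference adds to their spread and favours 0 calls. The splits therefore cannot exclude chance, and they do not test the direction of the changes. Scaling is argued against as the whole cause, since 79.7% of the called genes were lower with library size only. So is depth, since 626 genes were down- and 91 up-regulated after every library was thinned to the smallest. GC content and gene length are argued against by the refit after the trend with both was removed, which called 620 genes down-regulated, 613 of them called before, and 152 up-regulated. The correlation across genes of the log2 fold change was -0.03 with GC content and 0.10 with log2 length (Spearman).

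Markers of spermatids fell more than those of earlier germ cells, although the difference between the lists was not tested. The median log2 fold change was 0.08 for spermatogonia (camera adjusted p = 0.116), 0.12 for early spermatocytes (0.116, fry 0.0388), -0.17 for pachytene spermatocytes (0.0991, fry 0.0321), -1.67 for round spermatids (1.13e-07) and -3.49, or -2.61 with genes at the floor at their bound, for elongating spermatids (8.05e-05). Of the 16 tested round spermatid genes 16 were lower and 11 called down-regulated, and 9 of the 16 are in Supplementary Table 1. The elongating spermatid list had only 6 tested genes, with a mean between 0.45 and 0.65 log2 CPM in the WT mice. The paper places elongated spermatids at a later age, so the fall of this list is no measure of a loss of such cells. For Sertoli cells the median was 0.18 (0.0239), for Leydig cells 0.27 (0.149; 0.06 without Trf2-/- mouse 2) and for peritubular cells 0.22 (0.0837). A smaller share of round spermatids in the mutant at this age is a candidate explanation. It would lower its markers by the same factor where earlier cells do not express them. The 11 markers above the floor ran from -3.27 to -0.22, and their variance was 7.44 times that given by their standard errors (Cochran's Q over its degrees of freedom). Earlier expression of some of them in spermatocytes could produce this spread, so a lower share and a lower expression per cell cannot be told apart here. A delay of the first wave may also contribute, for which spermatogonia and early spermatocytes should be higher. Early spermatocytes were past the threshold under fry and not under camera. The spermatogonia list was past it under neither (camera adjusted p = 0.116, fry 0.269), although it was under camera without Trf2-/- mouse 1 (0.0302, median 0.17). Without Trf2-/- mouse 3 the median was 0.02. A single age leaves it open. Trf2-/- mouse 3 had the lowest mean of the round spermatid list (0.26, against 0.83 and 1.19 log2 CPM in mice 1 and 2) and the highest of the spermatogonia list (5.00, against 4.67 and 4.72), and it was also the least sequenced.

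Down-regulated genes were scarce on the X chromosome, where 6 of 647 tested genes were down-regulated (0.927%, against 4.43% elsewhere; adjusted p = 1.13e-05 from Fisher's exact test over the chromosomes) and 10 up-regulated. The Mantel-Haenszel odds ratio was 0.161 over 5 classes of equal size, formed by ranking genes on mean expression in whole testis. Lower whole-testis expression of X-linked genes is thus argued against as the cause. Their expression within spermatids was not measured, so low expression there stays open. The silencing of the X chromosome in meiosis is a hypothesis for the scarcity that was not tested. Down-regulated genes were more frequent on chromosome 5 (68 of 1064, adjusted p = 0.0103 from the same exact test) and chromosome 14 (39 of 583, adjusted p = 0.0456), for which no explanation was tested. Around Tbpl1, 0 of 73 tested genes within 10 Mb were called changed at 2-fold (Fisher's exact test, p = 0.0514), and the upper 95% limit of the odds ratio was 1.003. On the rest of chromosome 10, 31 of 714 were called. The limit leaves no room for an odds ratio of 1.5, which argues against DNA of the targeted strain near the locus as a source of genes changed 2-fold. Smaller changes did occur there, as in Slc2a12. Without a fold threshold, 19 of the 73 genes passed the adjusted p (26.0%, against 31.4% of the other tested genes; odds ratio 0.769, Fisher's exact test, p = 0.377), and an effect of strain DNA on single genes among them stays open.

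Among other genes that the paper names, the log2 fold change was -0.43 for Tbp (adjusted p = 0.000622 from edgeR's quasi-likelihood test), -0.77 for Gtf2a1l, which encodes ALF (0.00166), 0.07 for Gtf2a1 (0.317), -0.12 for Gtf2a2 (0.142), 0.26 for Taf7l (0.0583), 0.19 for Taf1 (0.0659) and 0.15 for Taf4a (0.220). For Hspa2, Hspa5 and Hspa8 it was -0.17 (0.0466), 0.02 (0.734) and 0.22 (0.0166), and for Rpl37 0.10 (0.179). For Taf7l, library size, both DESeq2 tests, no filter, the block and leaving out Trf2-/- mouse 1 gave an adjusted p under 0.05, as did the quantile prior added after seeing the data. Gtf2a1 and Rpl37 passed with library size only, and Taf1 with library size, without a filter (0.0459) and without Trf2-/- mouse 1 (0.0370). Hspa2 lost its side of the threshold with DESeq2's size factors (0.0579), library size (0.261), at least 10 counts in every mouse (0.0614) and any mouse but WT mouse 3 left out (0.0553 to 0.153). Hspa8 lost it without WT mouse 1 (0.0679) and without Trf2-/- mouse 1 (0.0650). Among the up-regulated genes, C1rb rose with a log2 fold change of 2.41 (adjusted p = 0.000707). Serpina3n (2.25, 0.0412) and Lcn2 (2.10, 0.0315) were highest in Trf2-/- mouse 1. Both lost their call with any WT mouse left out, where the adjusted p ran from 0.0875 to 0.119. Serpina3n also lost it under DESeq2's Wald test without (0.0586) and with shrunken fold changes (0.0853), and with the block (0.0615). The quantile prior added after seeing the data gave 0.0659 for Serpina3n. Lcn2 also lost its call with DESeq2's shrunken fold changes (0.0576). Without Trf2-/- mouse 1 the log2 fold changes of Serpina3n and Lcn2 were 0.62 and 0.82, under the 2-fold limit, so both calls rested on that mouse.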
